A study of Mus musculus with 8 samples. Its data were reported in "The hepatic integrated stress response suppresses the somatotroph axis to control liver damage in nonalcoholic fatty liver disease" (2022).

How the data were processed

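Total RNA from the livers of 4 wild-type (WT) and 4 SIRT7 knockout (SIRT7 KO) mice was labelled with biotin and hybridised to Affymetrix GeneChip mouse expression arrays, with 1 array for each sample. Per the labels, each array holds the liver RNA of a mouse of the stated genotype. No source used here states whether the arrays of a group were run in the same batch, nor the age or litter of each animal, so p-values measure the spread between these samples.

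The authors deposited 1 table of log2 expression values with 1 value for each probe set and array, made by background correction, normalization between arrays and summarising the probes of each probe set. The paper's methods name RMA for this step, whereas the submitters' processing notes name GCRMA, and which of them made the deposited values stays unknown. The versions of that software are not given in the sources used here. The deposited values are not centred for each gene, and the array medians ran from 6.31 to 6.37. They were used as they stand, because they are on the log2 scale already, and the planned log2 transformation of linear values was therefore not run.

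The table held 22690 probe sets, of which 64 were Affymetrix control probe sets. These were left out, and 22626 probe sets were tested. Probe sets were named from the platform annotation provided by GEO, which can be old. A single gene symbol was listed for 20380 of the tested probe sets, several for 691 and none for 1555. Of those with a single symbol, 20351 matched the mouse gene table of the GRCm38.p6 assembly by Entrez ID, and 0 symbols needed an update. Probe sets with several symbols or none were tested but not named. Each of 12393 genes was represented by its probe set with the highest mean over all 8 arrays. That gene table served only for names and for the order of protein-coding genes along the chromosome.

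SIRT7 KO was compared with WT by limma (version 3.58.1 in R 4.3.3), using lmFit and eBayes with genotype as the only term, two-sided, and Benjamini-Hochberg adjustment over all tested probe sets. A probe set was called changed at an adjusted p under 0.15, the false discovery rate that the methods of the study set, with 0.05 as the stricter alternative. Differences are SIRT7 KO minus WT on the log2 scale with the standard error of the model. A single measure over the 8 arrays was compared by an exact two-sided permutation test, for which 4 arrays against 4 allow no p below 0.0286. Shares of changed probe sets were compared by Fisher's exact test, two-sided. The number of arrays limits the precision of every value.

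Gene lists were tested with camera at an inter-gene correlation preset at 0.01, which compares the members with all other genes. Lists needed at least 5 measured members, and Benjamini-Hochberg adjustment ran over the 39 lists that had them, with a threshold of 0.05. The alternatives were camera with an estimated correlation and fry. The fry p-value asks whether the members move one way on balance, its mixed p-value asks whether they change in either direction, and neither compares a list with other genes. The 40 lists covered the somatotroph set of the study, the growth hormone and IGF axis, male-biased, female-biased and sex-linked genes, ATF4 targets of the integrated stress response, ER folding, ribosomal proteins, mitochondrial ribosome, translation factors, oxidative phosphorylation, lipogenesis, cholesterol synthesis, lipid droplets, PPARα targets and fatty acid oxidation, xenobiotic metabolism, NRF2 targets, bile acids, gluconeogenesis, acute phase, immediate early, heat shock, interferon-stimulated, inflammation, fibrosis, proliferation, p53 and apoptosis and circadian genes. They also covered markers of pericentral and periportal hepatocytes, macrophages, endothelial cells, stellate cells, cholangiocytes, T and NK cells, B and plasma cells, neutrophils, erythroid cells, pancreas and adipose tissue.

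The groups, tests, lists, alternatives and the rule for naming genes were fixed before the data were examined. However, the leading rows of the study's own supplementary table of these arrays had been seen while the paper was read. The interferon-stimulated and immediate early lists, the presence of P4hb among the ER folding genes and the test of the genes beside Sirt7 are therefore not fully independent of these samples. The rule named Sirt7, then the 10 higher and the 10 lower genes with the largest log2 fold change among those past the threshold whose 4 SIRT7 KO values did not overlap the 4 WT values and whose brighter group lay above 6.35, the median of all probe set means. It further named the genes that the text of the study discusses for these arrays, and up to 4 members of each list with the smallest p. Prlr, a gene of the study's somatotroph set, is not analysed here, because the annotation gives it no single-gene probe set.

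The alternatives were the stricter threshold, eBayes with trend and robust variance, array quality weights, a further quantile normalization, centring each array on its median, a filter keeping probe sets above the median brightness, keeping the control probe sets, the replicate number as a block, leaving out each of the 8 arrays in turn, 2 other ways to represent a gene, 2 other list tests, and 25 or 100 genes on each side of Sirt7 in place of 50. Leaving out SIRT7 KO arrays 1 and 2 together, or 3 and 4 together, and leaving out the genes beside Sirt7 were added after seeing the data. A count was taken as moved when it differed by more than 1.5 times.

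The tests were tested on simulated data first. In 10 simulations of this comparison, drawn from the means and residual spreads of the 22626 probe sets with 200 of them changed, the calls took in 78.7% of the probe sets changed 1.5-fold, 93.4% of those changed 2-fold and 98.8% of those changed 4-fold. Unchanged probe sets made up 13.9% of the calls, and 0 probe sets were called when nothing was changed. A list shifted by 0.40 was called in 10 of 10 simulations over 12393 genes. These simulations draw each probe set independently, unlike real genes. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.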

Results

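Hepatic gene expression was measured on 8 arrays, 4 from WT mice and 4 from mice lacking SIRT7, a histone deacetylase, in order to ask which genes differ between the genotypes, with particular regard to the somatotroph axis of growth hormone and IGF-1 and to the response to stress of the endoplasmic reticulum (ER). Median log2 expression was between 6.31 and 6.37 on each array, the median correlation of an array with the others of its group was between 0.990 and 0.994, and no pair of arrays held identical values. The Y-linked gene Eif2s3y lay between 9.82 and 10.13 on all 8 arrays, and the brightest probe set of Xist between 4.41 and 4.84. The first principal component, with 28.0% of the variance, placed the 4 WT arrays (-34.5 to -2.10) and the 4 SIRT7 KO arrays (4.89 to 23.9) without overlap, and it also set WT array 4 (-34.5) apart from the other WT arrays (at least -11.2). The second component, with 22.6%, set SIRT7 KO arrays 3 and 4 (-24.4 and -19.4) apart from SIRT7 KO arrays 1 and 2 (5.01 and 1.52). WT array 4 (-10.7) lay on the side of SIRT7 KO arrays 3 and 4, and the other WT arrays lay between 10.4 and 19.0. This split therefore crossed the genotypes, and its cause was not tested. The difference between the 3' and 5' control probe sets of GAPDH, a sign of RNA degradation when large, was 0.22 ± 0.055 (SD, n = 4) in WT and 0.11 ± 0.082 (SD, n = 4) in SIRT7 KO livers (exact permutation p = 0.0286, the smallest that 4 against 4 arrays can give). For beta-actin it was 1.60 ± 0.031 and 1.49 ± 0.15 (exact permutation p = 0.257). Of 45 probe sets for spike-in controls, 42 were lower on the SIRT7 KO arrays, with a median of -0.16 and a mean of 8.68 ± 0.063 (SD, n = 4) in WT and 8.52 ± 0.098 (SD, n = 4) in SIRT7 KO (exact permutation p = 0.0286, tested after these values were seen).

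Sirt7 itself fell from 8.85 ± 0.19 (SD, n = 4) in WT to 4.64 ± 0.22 (SD, n = 4) in SIRT7 KO livers, with the 4 SIRT7 KO arrays all below the 4 WT arrays (limma adjusted p = 9.2e-07). The SIRT7 KO level lies close to the lower quartile of all probe sets (4.55 on SIRT7 KO array 1), so the difference of 18.5-fold is bounded by the background and does not measure how much Sirt7 RNA remained. Across the array, 975 of 22626 probe sets were changed, 434 of them higher and 541 lower in SIRT7 KO livers. By the brightest probe set of each gene, 576 of 12393 genes were changed, 269 higher and 307 lower, and 62 of these genes changed at least 2-fold. The median size of change among the changed genes was 0.43. At the stricter false discovery rate of 0.05, 156 probe sets and 94 genes were changed. The counts depended on single arrays. Of probe sets, 222 were called without WT array 1, 503 without WT array 2, 576 without SIRT7 KO array 1, 460 without SIRT7 KO array 2, 594 without SIRT7 KO array 3 and 267 without SIRT7 KO array 4, and of genes, 134, 301, 332, 276, 350 and 157 in the same order. Camera called 11 of 39 gene lists, and 20 of the 35 ways to split the 8 arrays into equal groups gave at least as many, so a call by camera alone does not set the genotypes apart.

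The 10 higher and 10 lower genes named here passed the threshold, lay above the median brightness in a genotype and did not overlap between the genotypes. Among the 10 with the largest increase, Cyp17a1, the steroid 17α-hydroxylase, rose by 2.63 ± 0.58 (SE, n = 4 per group, adjusted p = 0.0786). Mogat1, which makes diacylglycerol from monoacylglycerol, rose by 2.16 ± 0.50 (SE, adjusted p = 0.0924). Usp18, an interferon-induced protease that removes ISG15, rose by 2.18 ± 0.23 (SE, adjusted p = 0.00943), and Ifi27l2a, another interferon-induced gene, by 1.72 ± 0.25. The others were Cdc42ep5 (2.22), Igfbp1 (1.90), the mitochondrial carrier Slc25a30 (1.76), the glutathione transferase Gstm3 (1.68), Ly6d (1.65) and the galectin Lgals1 (1.62). Pcyt2, the rate-limiting enzyme of phosphatidylethanolamine synthesis by the CDP-ethanolamine route, fell by 4.48 ± 0.14 (SE), or 22.4-fold (adjusted p = 9.2e-07). With Sirt7 itself (-4.21) set aside, the next largest decrease under these limits was that of Slc3a1, an amino acid transporter subunit (-2.02 ± 0.47 SE). It was followed by the cytochrome P450 gene Cyp2c54 (-1.91 ± 0.40 SE), Cnmd (-1.78 ± 0.17 SE), the steroid dehydrogenase Hsd3b2 (-1.55) and the IL-6 receptor Il6ra (-1.15). The others were the carbonic anhydrase Car14 (-1.08), the NADPH oxidase Nox4 (-1.07), the amylase Amy1 (-1.06) and the chloride channel Clcn2 (-0.95). Of the 10 higher genes, 5 passed in each of 8 fits without a single array, and so did 5 of the 10 lower genes. Cyp17a1 was lost without WT arrays 1 or 2 or SIRT7 KO array 2 (adjusted p of at most 0.198), Gstm3 without WT array 2 or SIRT7 KO arrays 1 or 2 (at most 0.165), and Lgals1 without WT array 1 (0.175). Mogat1 was lost without WT arrays 1 or 3 or SIRT7 KO arrays 1 or 4 (at most 0.223). Igfbp1 passed only without WT array 1 or 4 (at most 0.271 otherwise). Slc3a1 was lost without WT array 2 or SIRT7 KO arrays 2 or 4 (at most 0.181), Cyp2c54 without WT arrays 1 or 2 or SIRT7 KO array 4 and Hsd3b2 without WT array 1 or SIRT7 KO array 2 (both at most 0.189), and Car14 without WT array 1 or SIRT7 KO arrays 2 or 4 (at most 0.167). Nox4 passed only without WT array 3 or SIRT7 KO array 3 (at most 0.255). The other probe set of Cdc42ep5 had the opposite sign.

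**Figure D1:**
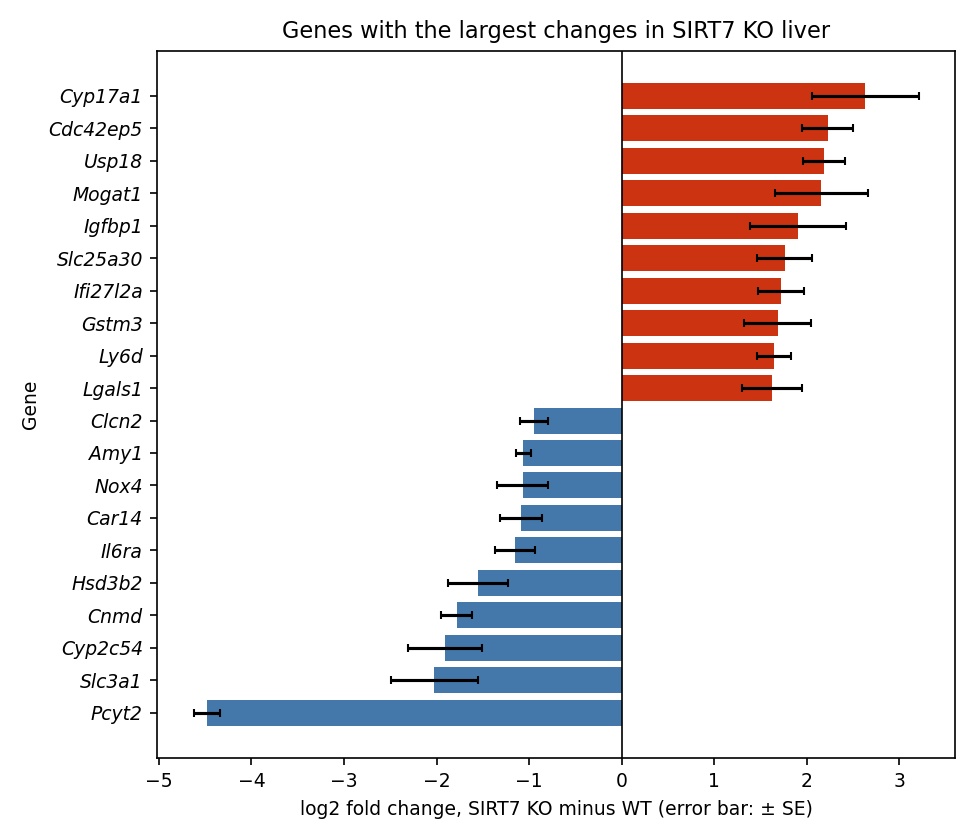
Differences in log2 expression between SIRT7 KO and WT livers (horizontal axis, SIRT7 KO minus WT) for the 10 genes with the largest increase and the 10 with the largest decrease (vertical axis). These genes had an adjusted p under 0.15, lay above the median brightness in a genotype and did not overlap between the genotypes. Sirt7 itself was set aside. Bars are model estimates over 4 arrays per genotype and lines are ± SE. Pcyt2 lies at -4.48, and the largest increase is that of Cyp17a1 at 2.63.

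In the somatotroph set, Fgfr4, Igfals and Fgf1 fell, and the IGF-binding protein genes Igfbp1 and Igfbp7 rose. Fgfr4, a receptor of fibroblast growth factors, fell by 0.91 ± 0.10 (SE, n = 4 per group, adjusted p = 0.00943), Igfals, the acid-labile subunit that carries IGF-1 in the blood, fell by 0.72 ± 0.13 (SE, adjusted p = 0.0495), and Fgf1 fell by 0.66 ± 0.15 (SE, adjusted p = 0.0926). Igfbp1, which binds IGF-1, rose 3.74-fold from 11.37 ± 1.26 (SD, n = 4) to 13.27 ± 0.27 (SD, n = 4, adjusted p = 0.134), and Igfbp7 rose by 0.36 ± 0.10 (SE, adjusted p = 0.136). The other probe sets of Igfbp7 had the same sign but did not pass (0.10, adjusted p = 0.798, and 0.18, adjusted p = 0.37). Of the growth hormone receptor gene Ghr, the brightest probe set did not pass (-0.30 ± 0.10 SE, adjusted p = 0.221), whereas both of its other probe sets fell, by 0.37 (adjusted p = 0.055) and 0.38 (adjusted p = 0.0941). Egfr (-0.52 ± 0.20 SE, adjusted p = 0.272), Igfbp3 (-1.11 ± 0.47 SE, adjusted p = 0.307), Igfbp6 (0.25 ± 0.11 SE, adjusted p = 0.32) and Igf1 (-0.066 ± 0.089 SE, adjusted p = 0.798) did not pass. Igfbp1 passed only in the fits without WT array 1 or 4, with an adjusted p of at most 0.271 otherwise. The difference of Igf1 was -0.026 without WT array 4, -0.0087 without SIRT7 KO array 1, -0.037 without SIRT7 KO array 2 and -0.12 without SIRT7 KO array 4. Igfbp3 was even in WT (SD 0.094) and spread in SIRT7 KO livers (SD 1.15). Of the 4 further probe sets for Fgfr4, 1 fell as well, by 0.33 (adjusted p = 0.133), and 2 had the opposite sign without passing (0.14 and 0.00088). Background bounds the fall of 0.33, with a SIRT7 KO level of 4.47, and the difference of 0.14, with a WT level of 4.03.

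Taken as a list, the somatotroph set had 9 measured members, of which 2 rose and 3 fell over all genes tested, and 3 rose and 6 fell adjusted over the list alone. Its mean shift was -0.19 (camera adjusted p = 0.0677, and adjusted p = 0.604 with an estimated correlation), while fry passed (adjusted p = 0.0483). Camera called it without WT array 3 (-0.20), SIRT7 KO array 1 (-0.21) or SIRT7 KO array 4 (-0.25), and the mean was -0.12 without SIRT7 KO array 2. The set joins genes that the study lists as lower with genes that it lists as higher, and these offset each other in a signed mean. The mean, camera and fry ask for a shift one way, so they cannot test that pattern. The study chose this set on these samples, so neither these counts nor camera and fry are independent evidence of its direction. Its gene Prlr, which the study lists as lower in SIRT7 KO livers, was left out, because the annotation gives it no single-gene probe set. The counts, the mean and the tests therefore hold for the set without Prlr only, and the full set was not tested. Of the 28 measured genes of the wider growth hormone and IGF axis, 3 rose and 1 fell (6 and 5 adjusted over the list alone). The third gene to rise besides Igfbp1 and Igfbp7 was Irs2, the insulin receptor substrate (0.64 ± 0.15 SE, adjusted p = 0.0927). The mean shift of the axis was 0.11 (camera adjusted p = 0.332). Genes of the axis also moved both ways, so this mean and camera cannot test the pattern of the study either. Fgfr4 and Igfals passed in each of 8 fits without a single array. Fgf1 passed only without WT array 3 or 4 (adjusted p of at most 0.196), Igfbp7 only without WT array 2 (at most 0.269), and Irs2 was lost without WT arrays 1 or 3 or SIRT7 KO arrays 1 or 3 (at most 0.223).

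**Figure D2:**
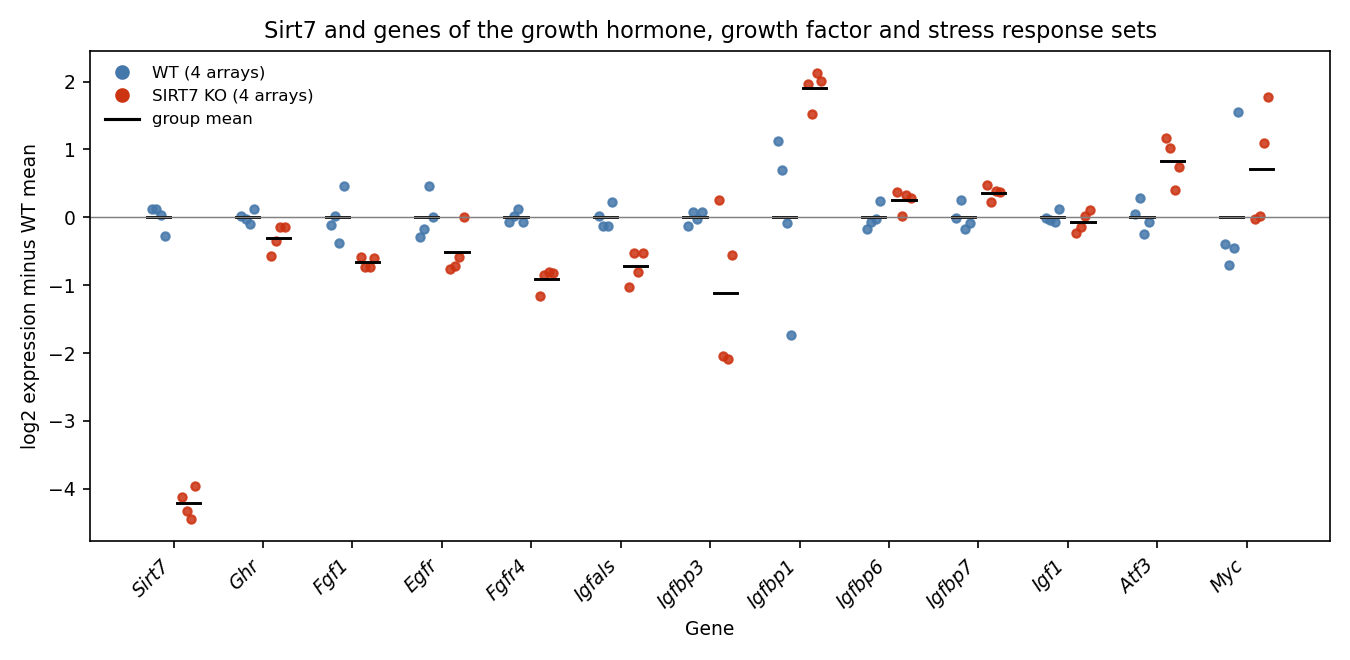
Log2 expression of Sirt7 and of genes of the somatotroph axis and stress response (horizontal axis), each minus its WT mean (vertical axis); points are single arrays, 4 WT and 4 SIRT7 KO, and black lines are group means. Sirt7 differs by -4.21, Fgfr4 by -0.91 and Igfbp1 by 1.90, while Igf1 differs by -0.066.

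Of the stress response genes, the transcription factor Atf3 rose and few others did. Atf3 went from 5.92 ± 0.22 (SD, n = 4) to 6.76 ± 0.34 (SD, n = 4), a rise of 0.83 (adjusted p = 0.0671), and the call was lost without WT array 1 and without SIRT7 KO array 4, with an adjusted p of at most 0.169. Of 32 measured ATF4 targets of the integrated stress response, 1 rose and 2 fell (1 and 5 adjusted over the list alone): Atf3 rose, while the amino acid transporter subunit Slc3a2 (-0.51 ± 0.11 SE, adjusted p = 0.0757) and the cystathionine γ-lyase gene Cth (-0.29 ± 0.075 SE, adjusted p = 0.114) fell. The mean of the list was 0.035, its median -0.0081 and the direction of the test down (camera adjusted p = 0.579), and without single arrays the mean of the ATF4 targets ranged from 0.018 to 0.055. Slc3a2 was lost without WT array 1 or SIRT7 KO array 4 (adjusted p of at most 0.192), and Cth passed only without WT array 3 or SIRT7 KO array 2 (at most 0.261). Of 38 ER folding genes, 1 rose and 1 fell (1 and 5 adjusted over the list alone). The protein disulfide isomerase gene P4hb, which lies close to Sirt7, rose (0.59 ± 0.069 SE, adjusted p = 0.0136). The related Pdia4 fell (-0.22 ± 0.062 SE, adjusted p = 0.148), but passed in 0 of 8 fits without a single array (adjusted p of at most 0.311). The mean shift was -0.061 (camera adjusted p = 0.154), it was called without WT array 2 (-0.096) or SIRT7 KO array 4 (-0.11), and it was 0.024 without WT array 4. Myc did not pass, at 6.95 ± 1.04 (SD, n = 4) in WT and 7.67 ± 0.87 (SD, n = 4) in SIRT7 KO livers (adjusted p = 0.605). WT array 4 (8.50) stood apart from the other WT arrays (at most 6.55), and the difference of 0.72 was 1.23 without it and 0.36 without SIRT7 KO array 4.

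Of 47 measured ribosomal protein genes, limma called 0, either over all genes or adjusted over the list alone (0 higher and 4 lower at an unadjusted p under 0.05), and 8 of 47 had a positive difference. Their mean shift was -0.074 (camera adjusted p = 0.0121, exact permutation p = 0.143 over the arrays). The call was lost with an estimated correlation (adjusted p = 0.633) and with fry (adjusted p = 0.281), and also without WT array 2 (-0.063, adjusted p = 0.066), without WT array 4 (-0.050, adjusted p = 0.104) and without SIRT7 KO array 2 (-0.055, adjusted p = 0.122). Rps4l (-0.96 ± 0.29 SE) and Rpsa (-0.17 ± 0.065 SE) had the smallest p, with adjusted p of 0.166 and 0.27. Of 42 translation factor genes, 1 rose and 1 fell (1 and 2 adjusted over the list alone), namely Eef1akmt1, a methyltransferase gene that the name pattern of the list took in (0.47 ± 0.097 SE), and the initiation factor Eif4b (-0.31 ± 0.071 SE). Eef1akmt1 was lost without WT array 1 or SIRT7 KO arrays 2 or 4 (adjusted p of at most 0.189), and Eif4b without WT arrays 1 or 2 or SIRT7 KO arrays 2 or 4 (at most 0.215). The mean shift of the list was -0.026 (camera adjusted p = 0.228).

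Interferon-stimulated genes rose together in SIRT7 KO livers. Of 31 measured members, 19 rose and 0 fell (27 and 0 adjusted over the list alone), 30 of 31 had a positive difference, and the mean shift was 0.76. The 4 SIRT7 KO arrays all lay above the 4 WT arrays in the mean of the list (exact permutation p = 0.0286, the smallest possible). Besides Usp18, the antiviral genes Ifit2 (1.09 ± 0.13 SE, adjusted p = 0.0153), Rtp4 (1.18 ± 0.15 SE, adjusted p = 0.024) and Oas1a (1.56 ± 0.22 SE, adjusted p = 0.027), of which Oas1a encodes an oligoadenylate synthetase, rose in every fit without a single array. Camera gave an adjusted p of 3.0e-23 and fry an adjusted p of 0.0483. With an estimated correlation the call was lost (adjusted p = 0.568).

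Few inflammation genes and immune cell markers passed alone. Of 29 inflammation genes, the neutrophil chemokine Cxcl2 alone rose (0.96 ± 0.20 SE, adjusted p = 0.0708, from a WT level of 3.97 below the lower quartile of all probe sets, so that background bounds the difference), 4 rose adjusted over the list alone, and the mean shift was 0.085 (camera adjusted p = 0.228), called only without WT array 2 (0.20). Cxcl2 was lost without WT array 1 and without SIRT7 KO array 4 (adjusted p of at most 0.168). Of 21 macrophage markers, 1 rose (3 adjusted over the list alone), namely Trem2, a receptor of lipid-associated macrophages (0.35 ± 0.094 SE, adjusted p = 0.13), which a further probe set did not share in sign and which passed only without WT array 3 or SIRT7 KO array 2 (at most 0.261). Their mean shift was 0.30 (camera adjusted p = 0.0028, adjusted p = 0.633 with an estimated correlation, and exact permutation p = 0.314 over the arrays). It was 0.49 without WT array 2, and it was not called without WT array 4 (0.18, adjusted p = 0.0744) or SIRT7 KO array 3 (0.18, adjusted p = 0.0726). Of 14 T and NK cell markers, the T cell receptor subunit Cd3g fell (-0.39 ± 0.11 SE) and 0 rose (1 and 0 adjusted over the list alone), with a mean shift of 0.029 (camera adjusted p = 0.999). Cd3g, with a SIRT7 KO level of 4.38 near background, passed only without WT array 4 or SIRT7 KO array 1 (at most 0.288). Limma called 0 of 11 B and plasma cell markers, 0 also adjusted over the list alone and 0 at an unadjusted p under 0.05 (mean -0.27, camera adjusted p = 0.228), and likewise 0, 0 and 0 of 12 neutrophil markers (mean -0.71, camera adjusted p = 0.261), the last with a spread between arrays of 1.67 (SD) in WT and 1.15 (SD) in SIRT7 KO livers. Camera called the neutrophil list without WT array 1 (-1.20) or SIRT7 KO array 4 (-1.28), while its mean was -0.17 without WT array 2, and the B and plasma cell list without WT array 4 (-0.41).

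**Figure D3:**
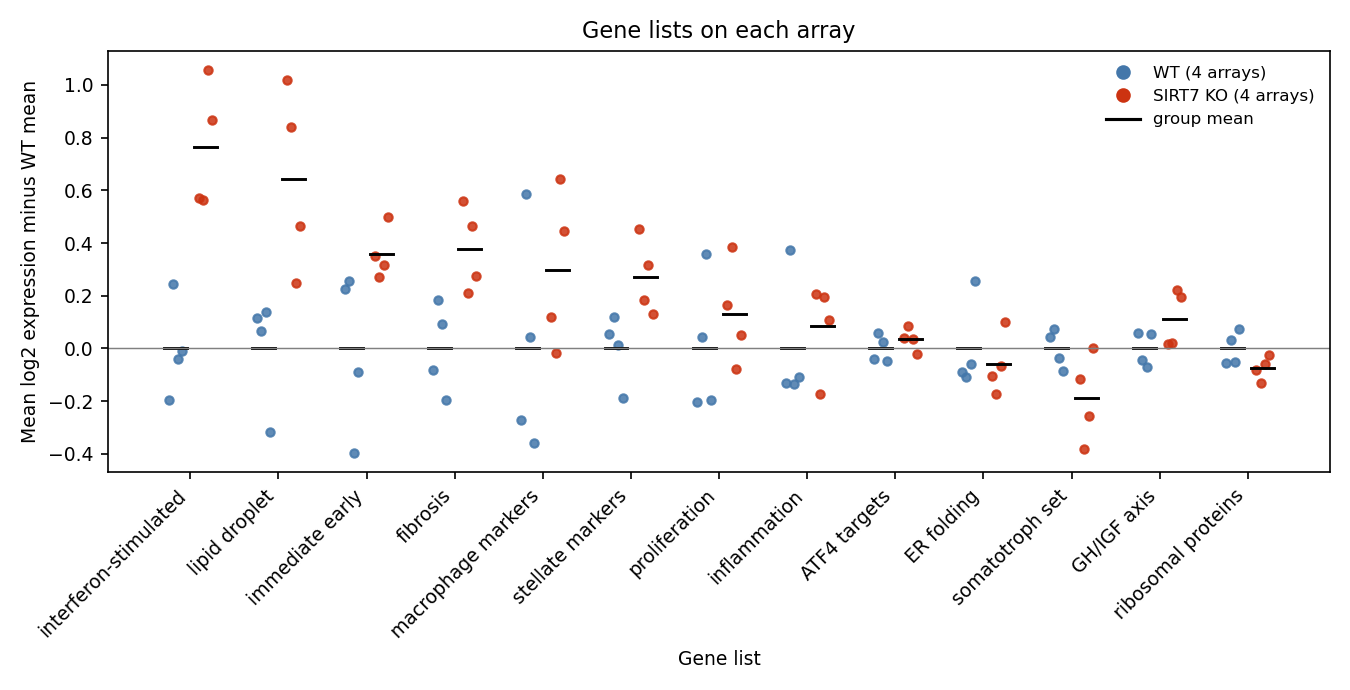
Mean log2 expression of the measured members of 13 gene lists (horizontal axis) on each array, minus the WT mean (vertical axis); points are single arrays, 4 WT and 4 SIRT7 KO, and black lines are group means. The interferon-stimulated list differs by 0.76 and the lipid droplet list by 0.64 with no overlap of the genotypes, whereas the ATF4 targets differ by 0.035.

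Of 19 lipid droplet genes, 8 rose and 0 fell (14 and 0 adjusted over the list alone), with a mean shift of 0.64 and no overlap between the genotypes (exact permutation p = 0.0286, the smallest possible). In the mean of this list, WT array 4 stood apart as the lowest WT array, and without it the lipid droplet shift was 0.54. The fatty acid binding protein Fabp4 rose by 1.55 ± 0.22 (SE, adjusted p = 0.0276), the apolipoprotein Apoa4 by 1.18 ± 0.19 (SE, adjusted p = 0.042), the lipid droplet protein Fitm1 by 0.94 ± 0.17 (SE, adjusted p = 0.0495) and the perilipin Plin2 by 0.76 ± 0.16 (SE, adjusted p = 0.0705), the last lost without WT array 1 or SIRT7 KO array 2 (at most 0.156). Camera gave an adjusted p of 2.5e-09, and the call was lost with an estimated correlation (adjusted p = 0.568) and with fry (adjusted p = 0.0796). Of 23 lipogenesis genes, 3 rose and 1 fell (4 and 1 adjusted over the list alone), with Mogat1 and the desaturases Fads2 (1.16 ± 0.20 SE) and Fads1 (0.64 ± 0.17 SE) higher and the triglyceride synthesis enzyme Dgat2 lower (-0.33 ± 0.071 SE). Their mean shift was 0.50 (camera adjusted p = 0.00197, adjusted p = 0.633 with an estimated correlation, and exact permutation p = 0.0857 over the arrays). Fads1 passed only without WT array 3 (adjusted p of at most 0.254), and Dgat2 was lost without WT array 1 or SIRT7 KO arrays 3 or 4 (at most 0.198). Of 24 PPARα targets and fatty acid oxidation genes, the pantetheinase Vnn1 (1.63 ± 0.45 SE) and the peroxisome gene Pex11a (0.73 ± 0.20 SE) rose and 0 fell (3 and 0 adjusted over the list alone), with a mean shift of 0.44 (camera adjusted p = 4.4e-04, adjusted p = 0.633 with an estimated correlation, and exact permutation p = 0.314 over the arrays). Vnn1 passed only without WT array 2 and Pex11a only without SIRT7 KO array 3 (at most 0.275 and 0.284). The mean shift was 0.25 without SIRT7 KO array 1, where the call was lost (adjusted p = 0.0595). Without SIRT7 KO arrays 1 and 2 together, left out after seeing the data, it was -0.041, while the lipid droplet mean was 0.36. Limma called 0 of 19 cholesterol synthesis genes (0 rose and 5 fell adjusted over the list alone, and 0 and 6 at an unadjusted p under 0.05), and their mean shift was -0.096 (camera adjusted p = 0.068), called without WT array 1 (-0.12), WT array 4 (-0.22) or SIRT7 KO array 4 (-0.12) and 0.063 without WT array 3.

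Of 29 fibrosis genes, 5 rose and 0 fell (12 and 0 adjusted over the list alone), among them the collagenase Mmp13 (1.91 ± 0.27 SE, adjusted p = 0.027, from a WT level of 3.81 below the lower quartile of all probe sets, so that background bounds the difference), Lgals1, and the matrix proteoglycans lumican, Lum (0.73 ± 0.15 SE, adjusted p = 0.0656), and decorin, Dcn (0.41 ± 0.10 SE, adjusted p = 0.103). The mean shift was 0.38 (camera adjusted p = 4.8e-07), and the exact permutation p of the list mean was 0.0286, the smallest possible. The call was lost with an estimated correlation (adjusted p = 0.604) and with fry (adjusted p = 0.138). Of 14 stellate cell markers, Lum and Dcn, which that list shares, rose and 0 fell (5 and 2 adjusted over the list alone), with a mean shift of 0.27 (camera adjusted p = 0.0056, adjusted p = 0.604 with an estimated correlation, and exact permutation p = 0.0286 over the arrays), lost without SIRT7 KO array 1 (0.21, adjusted p = 0.0595). Dcn passed only without WT array 2 or SIRT7 KO array 2 (at most 0.233). Proliferation genes did not pass as a list (mean 0.13, camera adjusted p = 0.189), except without WT array 3 (0.25) or SIRT7 KO array 3 (0.20), and of 34 members 0 rose and the thymidine kinase Tk1 fell (-0.66 ± 0.15 SE, adjusted p = 0.0841), with 0 and 1 adjusted over the list alone. Tk1 passed only without WT arrays 3 or 4 or SIRT7 KO array 2 (at most 0.214). The cyclin Ccnd1 (1.05 ± 0.41 SE, adjusted p = 0.278) did not pass. Of the immediate early genes, which respond to stimuli within minutes, 6 of 27 genes rose and 0 fell (9 and 2 adjusted over the list alone), including Jun (1.60 ± 0.22 SE, adjusted p = 0.027), Btg2 (1.07 ± 0.15 SE, adjusted p = 0.027), Egr2 (0.46 ± 0.092 SE, adjusted p = 0.0653) and Atf3. Egr2 was lost without SIRT7 KO array 4 (at most 0.167), and its levels of 4.23 in WT and 4.69 in SIRT7 KO livers lie near background, which bounds its difference. Their mean shift was 0.36 (camera adjusted p = 1.4e-04, adjusted p = 0.633 with an estimated correlation, and exact permutation p = 0.0286 over the arrays), and 0.24 without WT array 3.

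Several changed genes lie beside Sirt7. In the gene order of GRCm38.p6, Pcyt2 is the protein-coding gene next to Sirt7, while Mafg, next on the other side, did not pass (-0.15 and -0.16 for its 2 probe sets). Within 10 genes of Sirt7, the glucagon receptor gene Gcgr (0.70 ± 0.065 SE, adjusted p = 0.00565), Mcrip1 (0.67 ± 0.078 SE, adjusted p = 0.0136) and P4hb rose, while Notum (-0.61 ± 0.12 SE, adjusted p = 0.0597) and the dicarbonyl reductase gene Dcxr (-0.58 ± 0.12 SE, adjusted p = 0.069) fell. Gcgr, Mcrip1, Notum and Dcxr, and Actg1 (0.58) and Lgals3bp (0.66) farther off, were chosen after their values were seen. Lgals3bp is also a member of the interferon-stimulated list, which rose as a whole, so its rise cannot be assigned to its place near Sirt7. Among the probe sets of the 50 nearest genes on each side (39 on the side where the chromosome ends), 8 of 97 (8.25%) were changed, against 4.29% elsewhere (Fisher's exact test p = 0.0716). With 25 genes on each side, 7 of 55 (12.7%) were changed (Fisher's exact test p = 0.00899), and with up to 100, 12 of 157 (7.64%, Fisher's exact test p = 0.047). As a list, the 63 measured genes of the window of 50 had a mean shift of -0.053, which camera did not call. Without Pcyt2 the mean was 0.018, and 7 of 96 probe sets (7.29%) were changed (Fisher's exact test p = 0.197). Left out in turn, WT array 4 gave a share of 7.22% (Fisher's exact test p = 0.111). Leaving out any of the other 7 arrays gave a p under 0.05 (Fisher's exact test p from 3.1e-04 to 0.0136). The shares were 5.15% without WT array 1, 9.28% without WT array 2 or SIRT7 KO array 3, and 8.25% without WT array 3. They were 7.22% without SIRT7 KO array 1 or 2, and 6.19% without SIRT7 KO array 4. Each of these fits called fewer probe sets over the whole array than the main fit, so these shares cannot be set against 4.29%. Fisher's exact test compares each share with the other probe sets of the same fit.

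**Figure D4:**
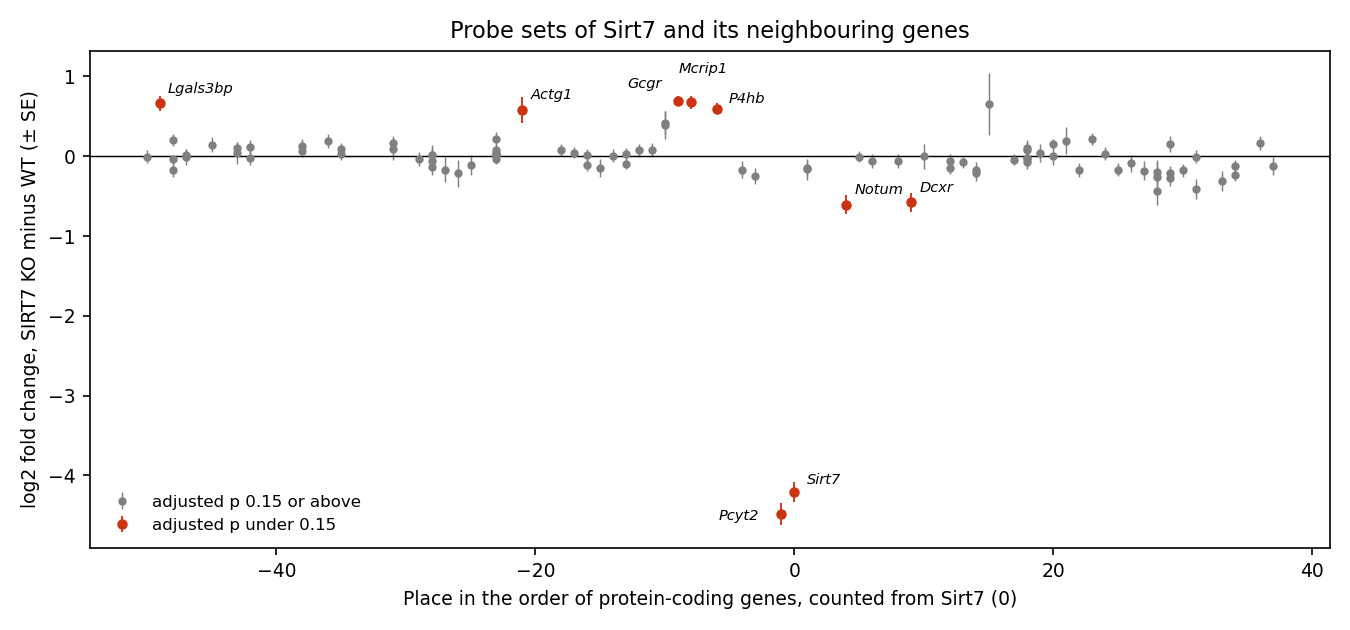
Differences in log2 expression between SIRT7 KO and WT livers (vertical axis) of the probe sets of Sirt7 and of up to 50 protein-coding genes on each side, by place in the gene order (horizontal axis, Sirt7 at 0); points are model estimates over 4 arrays per genotype, lines are ± SE, and red marks an adjusted p under 0.15. Sirt7 and Pcyt2 lie at -4.21 and -4.48, and Gcgr, Mcrip1 and P4hb lie between 0.59 and 0.70.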

Values the study reported

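The study reported selecting the genes that differed between the genotypes on these arrays with the false discovery rate held at 15%. For its somatotroph set, which includes Egfr, Igfbp3 and Igfbp6, it listed p-values without correction for multiple testing.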

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

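Chosen only after the result was seen were the tests of a loss of expression over the region, of the single Pcyt2 probe set, of a retained stretch of strain DNA, of lymphocyte markers, of the spike-in controls and of the genes that move with Atf3. The fits without SIRT7 KO arrays 1 and 2 or without 3 and 4 were also added after seeing the data.

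An array was taken to stand apart when its gap to the nearest other array of its group, as a share of the whole range of the group, passed Dixon's limit for 4 values. Of 428 groups of 4 values tested, 22 (5.14%) did so, near the 1 in 20 that chance gives. WT array 4 was highest for Myc (0.865), the adipokine Lep (0.90) and the ER folding list (0.864), and lowest for the kinase Pdk4 (0.873), the bile acid ligase Slc27a5 (0.946) and the lipid droplet list (0.840). WT array 3 was highest for the sterol isomerase Ebp (0.957), the cholangiocyte marker Sox9 (0.892) and the immunoglobulin gene Ighm (0.845), and lowest for the chemokine Ccl4 (0.85). WT array 2 was highest for Btg2 (0.857) and the inflammation list (0.950), and WT array 1 for the 3' minus 5' difference of beta-actin (0.942). SIRT7 KO array 1 was lowest for Fgfr4 (0.870) and for the 3' minus 5' difference of GAPDH (0.865), and SIRT7 KO array 2 was highest for the cytochrome oxidase subunit Cox7a2 (0.884). SIRT7 KO array 3 was highest for Tnf (0.922) and Hal (0.897) and lowest for the co-chaperone Bag3 (0.839), and SIRT7 KO array 4 was highest for the neutrophil granule genes Camp (0.928) and Ngp (0.975) and lowest for the pericyte marker Rgs5 (0.849). Among the 64 control probe sets, which took no part in the comparison, those for GAPDH were higher in SIRT7 KO livers by 0.35 (3' end, adjusted p = 0.147), 0.47 (5' end, adjusted p = 0.0713) and 0.45 (middle, adjusted p = 0.105), and the middle probe set of the bacterial spike-in BioB was lower (-0.28, adjusted p = 0.126). Spike-in RNA does not come from the mouse, and 42 of its 45 probe sets were lower on the SIRT7 KO arrays (down to -0.32). The cause of this was not tested.

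The changed genes beside Sirt7 were set against 4 technical explanations. A loss of expression over the whole region was argued against by the median of the 10 nearest measured genes on each side without Pcyt2, which was -0.031 (95% limits -0.15 to 0.073). The share of changed probe sets stays possible as a run of neighbouring genes of the usual kind, since 8.04% of 17953 other windows of that size had a share as high, against 2.32% for 25 genes on each side. A stretch of DNA of another strain kept around the deleted gene stays open, with 12.7% changed among the nearest 25 genes on each side and 4.90% farther out (Fisher's exact test p = 0.113, and 11.1% with p = 0.191 without Pcyt2), and so does a loss of the RNA that Pcyt2's 1 probe set reads. Of the 35 splits of the 8 arrays into equal groups, 1, the real one, gave a share of changed neighbours as high as 8.25%, and the highest other share was 0, but the other splits called at most 10 probe sets anywhere, so this count says nothing about genes beside Sirt7 in particular.

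The rise of the interferon-stimulated genes by 0.76 was set against 3 other explanations. More lymphocytes stay open: their markers shifted by -0.10 with an upper exact 95% limit of 0.37, against 0.38, 50% of the interferon shift, but 20 of the 25 markers lie below the median brightness, where a rise could go unseen. With the macrophage score as a covariate the effect of genotype was 0.61 (95% limits 0.38 to 0.85), which leaves macrophages at most a part of it. The rise does not rest on either pair of SIRT7 KO arrays, being 0.57 without arrays 3 and 4 and 0.96 without arrays 1 and 2. A cause is therefore not named here, and infection, housing and strain background were not tested.

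Atf3 is both a target of ATF4 in the stress response and an immediate early gene. A rise of the ATF4 targets as a set was argued against, since the other 31 genes of that list shifted by 0.0091, with an upper exact 95% limit of 0.10 against 0.42, 50% of the rise of Atf3. The other 26 immediate early genes shifted by 0.34 (exact 95% limits -0.013 to 0.89, exact permutation p = 0.0571), which leaves open whether Atf3 rose with them, as handling of the tissue could also bring about. No test here separates handling from genotype.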

How the results depend on the processing

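Leaving out SIRT7 KO arrays 1 and 2, or 3 and 4, and leaving out the genes beside Sirt7 were chosen after seeing the data. Sirt7 kept its direction and its side of the threshold under every alternative run. The interferon list was higher under each alternative (0.57 to 0.96) and was called by each except camera with an estimated correlation. Over all alternatives, single named genes kept direction and side of the threshold in 2818 comparisons, lost the call in 301, gained it in 78 and changed sign in 15, and list shifts did so in 729, 42, 41 and 41. Fewer arrays leave fewer probe sets past the threshold, a stricter threshold does so by construction, and otherwise the cause was not tested. Array signal over background limits what can be seen of dim genes, and the linear-scale alternative was not run because the values are log2.

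At an adjusted p under 0.05, 156 probe sets were changed, 89 higher and 67 lower, in 94 genes, with 5.15% of the probe sets beside Sirt7. Fewer probe sets pass over the whole array at this threshold, and in the fits with fewer arrays. Such shares beside Sirt7 therefore cannot be set against the share of the main fit. With trend and robust variance the share beside Sirt7 was 9.28%, with 25 neighbours on each side 12.7% and with 100 it was 7.64%, each past 0.05 by Fisher's exact test. With array quality weights the mitochondrial ribosome list was 0.0019 and the T and NK cell list -0.0087, and Kdm5d was -0.011. In that fit 3 lists gained the call and 1 lost it, and 12 named genes gained it. After a further quantile normalization the mitochondrial ribosome list was 0.017 and the ribosomal protein list, no longer called, -0.063. Among probe sets above the median brightness 816 were lower, and 37.7% of the changed probe sets were higher, against 44.5% in the main fit. The ATF4 targets were then at -0.016, and 2 lists lost the call, among them the ribosomal proteins at -0.084. With the mean of a gene's probe sets, the mitochondrial ribosome list was 0.0019, the endothelial list -0.014, the erythroid list -0.055, Xist 0.029, Mcl1 -0.0024 and Egfl7 -0.011. With the probe set of largest variance, the mitochondrial ribosome list was 0.0045, the endothelial list -0.025 and Egfl7 -0.23, and 1 list lost the call. Camera with an estimated correlation called 0 lists, not the ribosomal proteins (-0.074) or fibrosis genes (0.38), and fry called 2, the interferon list and the somatotroph set (-0.19), but not the ribosomal proteins (-0.074) or fibrosis genes (0.38). The mixed p-value of fry, which asks for change in either direction, passed for 20 lists.

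With the replicate number as a block, 628 probe sets were changed, 319 of them lower, in 368 genes, and the share beside Sirt7 was 8.25% (Fisher's exact test p = 0.00554). The call was gained by 3 lists, among them the somatotroph set at -0.19 (camera adjusted p = 0.0437). Arrays of the same number did not resemble each other, with correlations of their deviations of 0.255, -0.252, -0.163 and 0.145, so the block was not taken as a pairing.

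Without SIRT7 KO arrays 1 and 2, 417 probe sets were changed, 193 higher and 224 lower, in 241 genes, with 6 lists called and 6.19% beside Sirt7. Of the lists that kept their sign, 4 lost the call, the ribosomal proteins among them, and 1 gained it, while 9 lists changed sign. The male-biased list was then 0.49, female-biased -0.048, ER folding 0.017, ribosomal proteins -0.042 and not called, oxidative phosphorylation -0.051, PPARα targets -0.041, acute phase 0.18, proliferation -0.0097, T and NK cells -0.025, erythroid -0.022, Igf1 0.062 and Sox9 0.036. Without SIRT7 KO arrays 3 and 4, 332 were changed, 201 higher and 131 lower, in 221 genes, with 20 lists called and 7.22% beside Sirt7. Of the lists that kept their sign, 9 then gained the call, among them the somatotroph set (-0.25), ER folding (-0.14) and proliferation (0.27), and 1 lost it. The mitochondrial ribosome list was 0.073, endothelial -0.039, pancreas -0.052, Myc -0.0019, Kdm5d -0.0030 and Xist 0.024.

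Leaving out each array in turn gave 222 to 900 probe sets, 124 to 384 higher and 98 to 516 lower, 134 to 526 genes, 9 to 17 lists (17 without SIRT7 KO array 4) and 5.15% to 9.28% beside Sirt7. The lists ranged from -0.25 to -0.12 for the somatotroph set, -0.49 to 0.098 for male-biased genes, -0.11 to 0.024 for ER folding, -0.093 to -0.050 for ribosomal proteins, -0.039 to 0.023 for the mitochondrial ribosome, -0.011 to 0.054 for oxidative phosphorylation, -0.22 to 0.063 for cholesterol synthesis, -0.00085 to 0.23 for heat shock, 0.040 to 0.20 for inflammation, 0.046 to 0.25 for proliferation, -0.0077 to 0.044 for endothelial, -0.071 to 0.094 for T and NK cell, -0.087 to 0.060 for erythroid and -0.011 to 0.076 for pancreas markers. They ranged further from 0.12 to 0.36 for female-biased genes, 0.018 to 0.055 for ATF4 targets, -0.036 to -0.016 for translation factors, -0.18 to -0.020 for xenobiotic metabolism, -0.076 to -0.025 for bile acids, 0.030 to 0.10 for gluconeogenesis, -0.63 to -0.043 for acute phase, 0.070 to 0.14 for p53 and apoptosis, -0.29 to -0.11 for circadian genes, 0.012 to 0.052 for cholangiocytes, -0.41 to -0.14 for B and plasma cells and -1.28 to -0.17 for neutrophils. Of single genes, Igf1 ranged from -0.12 to -0.0087, Myc from 0.36 to 1.23, Kdm5d from -0.10 to 0.14, Xist from -0.13 to 0.022 and Lep from -0.090 to 0.0094.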

Other observations

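No test reported in this part was chosen after its result was seen.

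Genes of drug metabolism and of the zones of the liver lobule were mostly lower where they changed. Of 24 xenobiotic metabolism genes, Gstm3 rose and 3 fell (2 and 5 adjusted over the list alone), namely Cyp2c54, the caffeine-metabolising Cyp1a2 (-0.54 ± 0.13 SE, n = 4 per group, adjusted p = 0.098) and the nuclear receptor Nr1i3 (-0.52 ± 0.14 SE, adjusted p = 0.142), with a mean shift of -0.099 (camera adjusted p = 0.234). Of 14 pericentral markers, the glutamate transporter Slc1a2 (-0.93 ± 0.18 SE), Lect2 (-0.36 ± 0.074 SE) and Cyp1a2 fell and 0 rose (3 and 0 adjusted over the list alone), with a mean of -0.19 (camera adjusted p = 0.0654). Of 10 periportal markers, the histidine and urea cycle enzymes Hal (-0.77 ± 0.14 SE) and Asl (-0.34 ± 0.082 SE) fell and 0 rose (3 and 1 adjusted over the list alone), with a mean of -0.10 (camera adjusted p = 0.258). Without a single array, Hal was lost without WT array 1 (adjusted p of at most 0.156), Slc1a2 (at most 0.157) and Lect2 (at most 0.189) without WT array 1 or SIRT7 KO array 4, while Cyp1a2 passed only without WT array 3 or 4 (at most 0.208), Asl only without WT array 2 or SIRT7 KO array 1 (at most 0.219) and Nr1i3 only without WT array 3 (at most 0.301). Of 19 male-biased genes, Igfals fell and 0 rose (3 and 2 adjusted over the list alone, mean -0.19, camera adjusted p = 0.234), and the mean was 0.098 without SIRT7 KO array 1. Of 21 female-biased genes, Cyp17a1 and Cyp3a44 (0.46 ± 0.10 SE, from a WT level of 4.54 near background) rose and 0 fell, with the same counts adjusted over the list alone (mean 0.24, camera adjusted p = 0.258).

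Of 17 NRF2 targets, which protect against oxidative stress, Cbr3 (1.21 ± 0.23 SE, adjusted p = 0.058) and Srxn1 (0.95 ± 0.19 SE, adjusted p = 0.0653) rose and Gclm fell (-0.30 ± 0.07 SE), with 6 higher and 1 lower adjusted over the list alone. Their mean shift was 0.30 (camera adjusted p = 0.00214, adjusted p = 0.633 with an estimated correlation, and exact permutation p = 0.143 over the arrays). The bile phospholipid exporter Abcb4 rose (0.61 ± 0.094 SE, adjusted p = 0.0391), the only change among 24 bile acid genes (1 higher and 1 lower adjusted over the list alone, mean -0.059, camera adjusted p = 0.339). The small heat shock protein gene Hspb1 rose (1.07 ± 0.17 SE, adjusted p = 0.042), alone among 15 heat shock genes (2 higher adjusted over the list alone, mean 0.073, camera adjusted p = 0.185). The transferrin receptor gene Tfrc rose (1.08 ± 0.21 SE, adjusted p = 0.0565), alone among 10 erythroid markers (1 higher and 2 lower adjusted over the list alone, mean 0.0098, median -0.016, camera adjusted p = 0.999). Of 16 endothelial markers Lyve1 rose (1.21 ± 0.21 SE, adjusted p = 0.0463) and Stab1 fell (-0.30 ± 0.081 SE, adjusted p = 0.132), with the same counts adjusted over the list alone, and their mean was 0.0096, the median -0.081 and the direction of the test down (camera adjusted p = 0.339). The cell cycle inhibitor Cdkn1a, alone among 19 p53 and apoptosis genes, rose (0.77 ± 0.21 SE, adjusted p = 0.133, 1 higher adjusted over the list alone, mean 0.11, camera adjusted p = 0.0677), but passed in 0 of 8 fits without a single array (at most 0.269). Tfrc was lost without WT array 1 (at most 0.157), Gclm passed in 3 of 8 fits (at most 0.227) and Stab1 in 1 of 8 (at most 0.265). Of 6 adipose markers, Fabp4 and Cidec, both also lipid droplet genes and the latter from a WT level of 3.90 near background, rose and 0 fell (2 and 0 adjusted over the list alone), with a mean of 0.56 and a median of -0.028 (camera adjusted p = 0.234).

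Several lists held no gene that limma called over all genes or adjusted over the list alone. Of 25 acute phase genes, 2 were lower and 0 higher at an unadjusted p under 0.05, and their mean was -0.36 (camera adjusted p = 0.0333, adjusted p = 0.712 with an estimated correlation, and exact permutation p = 0.514 over the arrays). That call was lost without WT array 2 (-0.043), WT array 4 (-0.27), SIRT7 KO array 1 (-0.25) or SIRT7 KO array 2 (-0.12), and the mean was -0.63 without WT array 1 and -0.61 without SIRT7 KO array 4. At an unadjusted p under 0.05, 2 of 74 mitochondrial ribosome genes were higher and 2 lower (mean -0.0027, camera adjusted p = 0.999), 2 of 78 oxidative phosphorylation genes higher and 1 lower (mean 0.021, camera adjusted p = 0.276), 0 of 15 gluconeogenesis genes higher and 1 lower (mean 0.069, camera adjusted p = 0.442), 1 of 17 circadian genes higher and 1 lower (mean -0.21, camera adjusted p = 0.228), 0 of 10 cholangiocyte markers either way (mean 0.038, camera adjusted p = 0.339) and 2 of 13 pancreas markers higher and 0 lower (mean 0.027, camera adjusted p = 0.345). The 4 measured sex-linked genes, too few to test as a list, had a mean shift of 0.064 and 0 calls at any of these levels. Single arrays decided some of the lists that camera did not call with all 8 arrays: it called the pericentral list without WT array 4 (-0.27), SIRT7 KO array 1 (-0.23) or SIRT7 KO array 3 (-0.25), the male-biased list without SIRT7 KO array 3 (-0.49) or 4 (-0.35), the heat shock list without WT array 4 (0.23) or SIRT7 KO array 3 (0.13), the p53 and apoptosis list without WT array 2 (0.14), the oxidative phosphorylation list without SIRT7 KO array 4 (0.054), the B and plasma cell list without WT array 4 (-0.41) and the neutrophil list without WT array 1 (-1.20) or SIRT7 KO array 4 (-1.28).

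Whether a chance assignment of the 8 arrays could give as many calls was tested with the 35 ways to split them into 2 groups of 4. The real split gave 975 probe sets and the highest of the others 10, and 1 split of 35, the real one, gave as many. For genes the real count was 576, the highest other 6, and again 1 of 35 splits gave as many. That is the fewest that 35 splits can give, so chance was argued against for both counts only to that limit. Each other split mixes the genotypes, so differences between the genotypes widen its spread and lower its counts. A batch or litter that follows genotype would give the same result and was not tested. For the lists chance stays possible, since 20 of 35 splits gave at least the 11 lists that camera called. The highest other gave 19, namely the split that puts WT arrays 1 and 3 with SIRT7 KO arrays 1 and 2.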
